# Age Effects Aggressive Behavior: RNA-Seq Analysis in Cattle with Implications for Studying Neoteny Under Domestication

**DOI:** 10.1007/s10519-021-10097-1

**Published:** 2022-01-15

**Authors:** Paulina G. Eusebi, Natalia Sevane, Thomas O’Rourke, Manuel Pizarro, Cedric Boeckx, Susana Dunner

**Keywords:** Gene expression, Prefrontal cortex, Cattle, Aggressiveness, Behavior genomics

## Abstract

The reactive type of aggression is regulated mostly by the brain’s prefrontal cortex; however, the molecular changes underlying aggressiveness in adults have not been fully characterized. We used an RNA-seq approach to investigate differential gene expression in the prefrontal cortex of bovines from the aggressive Lidia breed at different ages: young three-year old and adult four-year-old bulls. A total of 50 up and 193 down-regulated genes in the adult group were identified. Furthermore, a cross-species comparative analysis retrieved 29 genes in common with previous studies on aggressive behaviors, representing an above-chance overlap with the differentially expressed genes in adult bulls. We detected changes in the regulation of networks such as synaptogenesis, involved in maintenance and refinement of synapses, and the glutamate receptor pathway, which acts as excitatory driver in aggressive responses. The reduced reactive aggression typical of domestication has been proposed to form part of a retention of juvenile traits as adults (neoteny).

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s10519-021-10097-1.

## Introduction

Aggression in animals, including humans, serves important purposes in securing mates, territory and food and, therefore, is one of our most basic behaviors. We understand aggression as an overt behavior directed at an object or a subject with an intention to cause harm or damage (Gannon et al. 2009). This definition captures a heterogeneous and multifaceted construct, including the important distinction between two different subtypes of aggression, reactive and proactive (Smeets et al. 2017). Reactive aggression is the impulsive response to provocations, frustrations or threats from the environment. Proactive aggression is conscious and goal-directed, planned with a specific outcome in mind (e.g. attainment of resources). While both subtypes can co-occur, different neurobiological structures have been shown to underlie reactive and proactive subtypes (Blair 2013).

Animal studies have shown that reactive aggression is mediated by the limbic system, through a circuit that runs from the amygdala to the hypothalamus, and from there to the periaqueductal grey. This circuitry is regulated by frontal cortical regions, particularly by the prefrontal cortex (PFC) and the anterior cingulate cortex (Blair 2013). There is strong evidence that reactive aggression often appears earlier in life than proactive aggression, and that heightened levels of reactive aggression at early stages are associated with increased levels of anxiety in adulthood. In humans, childhood reactive aggression can be found in different neuropsychiatric conditions that can lead to conduct disorders during adulthood (Fite et al. 2010). Therefore, a comparison of gene expression profiles in PFC tissues at different stages of development may be relevant to reveal some of the molecular characteristics and mechanisms involved in aggression-related perturbations that characterize early stages of aggression and its progression into adulthood.

The Lidia cattle breed is a promising and natural animal model for studying reactive aggression, given that this breed has been selected for centuries for its agonistic, aggressive behavior by means of a series of traits registered by the breeders that classify their aggression and fighting capacity (Silva et al. 2006a, b). The breeders use as selection criteria a set of traits registered on a categorical scale, all of them showing significant heritability values that range from 0.20 to 0.36 (Silva et al. 2006a, b; Menéndez-Buxadera et al. 2017).

The Lidia breed has been raised over centuries with the exclusive purpose of taking part in socio-cultural and anachronistic events grouped under the term of “*tauromaquias*” (Eusebi et al. 2018). At these events, male bovines are placed in a bullring in solitary with a human subject, resulting in a series of aggressive reactions that measures the animal´s fighting capacities by means of reactive responses, such as fighting, chasing and ramming. Different types of *tauromaquia* take place at the bullrings, with perhaps the most popular being those known as major festivities: the “*corrida*” and the “*novillada*” (Domecq 2009). The difference between these two events is the age of the bovines. In a “*corrida*”, the protagonists are 4-year-old bulls, while a “*novillada*” uses 3-year-old bovines (Maudet 2010). This age discrimination between events is not random; 3-year-old animals are smaller, less strong and their reactive responses tend to be less explosive and intense than those of 4-year-old bovines.

Our previous studies using Lidia bovines as a model to study the neurobiological basis of aggressive behaviors revealed widespread changes in PFC gene expression compared with tamed Wagyu bovines, a meat-production breed known for their docile-temperament. Thus, we aimed to provide insights into potential molecular and cortical substrates of aggressiveness (Eusebi et al. 2020). Furthermore, genome scans for selection signatures in the Lidia cattle breed have uncovered the existence of several genes strongly associated with aggressive behaviors previously reported in humans and other animal models (Eusebi et al. 2019). Particularly, we have associated a novel polymorphism in the promoter of the monoamine oxidase A (*MAOA*) with different levels of aggressiveness among cattle breeds, a gene that has been clearly linked to aggression in humans (Brunner et al. 1993; Eusebi et al. 2019).

Although studies characterizing gene expression differences between juveniles and adults in the PFC have shown promising results in mice (Agoglia et al. 2017; Lander et al. 2017), to our knowledge, there is a lack of such studies using cattle as a model. Thus, the aim of the present study is to explore differences in gene expression at two age stages of Lidia cattle, “young” three-year-old and “adult” four-year-old bovines, given the marked differences in the intensity of their agonistic responses. For this purpose, gene expression profiles from the PFC tissue of eight adult and eight young Lidia bovines were compared. The results of the present study will give insights into the molecular modulation involved in the complex mechanisms leading to the maturation of the brain, with a focus on aggressive behaviors.

## Material and Methods

### Ethics Statement

In this study non-purposeful killing of animals was made. The samples we used belong to animals that were slaughtered within standard procedures approved by the Spanish legislation applied to abattoirs (BOE 1997) in a commercial activity. Thus, no special permits were required to conduct the research. Samples were collected from bovines after slaughter. No ethical approval was deemed necessary.

### Animals

The breed´s inherent aggressiveness was considered adequate for the objectives of this study. Post-mortem PFC tissue samples were retrieved from 16 non-castrated bovine males of the Lidia breed, eight three-year-old and eight four-year-old, for the young and adult groups respectively. Animals belong to the lineages Santa Coloma-Albaserrada and Domecq, and were included in different batches according to both age and lineage (Supplementary Table 1), all affiliated to the Lidia Breeders Association (UCTL, https://torosbravos.es/). All individuals belonged to an “elite” group of aggressive bulls, selected by their breeders according to the standardized traits of aggressiveness, ferocity, face hiding and nobility on a categorical scale from 1 to 10 for each trait (Silva et al. 2006a, b). The genealogical and behavioral scores of these traits have been recorded between 1984 and 2010 and analyzed by Menéndez-Buxadera et al. (2017), using multi-trait reaction norm models, which revealed heritability values ranging between 0.230 and 0.308, with aggressiveness attaining the highest of the heritability scores. Non-related Lidia individuals were raised under an extensive farming system, pasture fed until 6–8 months prior to their sacrifice. At this stage the bulls from each batch were separated into wide-fenced enclosures and fed with a fattening supplementary diet of ad-libitum high energy and highly digestible concentrates (Lomillos and Alonso 2019).

In standard RNA-seq studies, this level of replication is 2.6-fold higher than the minimum required (3 individuals/group). Similarly to a classic resident-intruder laboratory test, where an unfamiliar animal (intruder) is placed in the territory of another animal (resident) resulting frequently in an aggressive conflict (Koolhaas et al. 2013), each bovine was placed in a bullring and incited to develop reactive aggressive responses for approximately thirty minutes prior to its sacrifice, to measure their fighting abilities (Domecq 2009). Samples of PFC were collected less than an hour post-mortem and immediately submerged in RNA-later™ (Thermo Fisher Scientific, Madrid, Spain), followed by 24 h’ storage at 5 °C and long-term conservation at −80 °C.

### RNA Isolation and Sequencing

Total RNA was extracted from PFC samples using the RNeasy Lipid Tissue Mini Kit (QIAGEN, Madrid, Spain), and total RNA concentration and purity were assessed with a Nanodrop ND-1000 spectrophotometer (Thermo Fisher Scientific, Spain). For quality check, the OD 260/280 ratio was determined to be between 1.87 and 2.0. RNA integrity number (RIN), was determined using the Bioanalyzer-2011 equipment (Agilent Technologies, Santa Clara CA, USA). To guarantee their preservation, RNA samples were treated with RNAstable (Sigma-Aldrich, Spain), and shipped at ambient temperature to DNA-link Inc. sequencing laboratory (Seoul, Korea) to perform high throughput sequencing using a Novaseq 6000 sequencer (Illumina, San Diego, CA, USA). All these procedures were conducted according to the respective manufacturers´ protocols.

Individual libraries for each of the analyzed bovines (*N* = 16) were processed using the TruSeq Stranded mRNA Preparation kit (Illumina, San Diego, CA, USA) according to manufacturer´s instructions. All samples were sequenced in the same flowcell and lane following a pair-end protocol (2 × 100 bp). Individual reads were de-multiplexed using the CASAVA pipeline (Illumina v1.8.2), obtaining the FASTQ files used for downstream bioinformatics analysis.

### Bioinformatics Analyses

Quality control and pre-processing of genomic datasets was carried out with the PRINSEQ v. 0.20.4 software (Schmieder and Edwards 2011). To improve the downstream analysis, low quality (Q < 20) and ambiguous bases (*N*) were first trimmed from both ends of the reads and, then, the trimmed reads were filtered by a Phred quality score (Q ≥ 20 for all bases) and read length of ≥ 68 bp. The obtained FASTQ files were mapped to the bovine reference genome (Bos taurus ARS.UCD 1.2) with the STAR Alignment v.2.7.3a software (Dobin et al. 2013), using default parameters for pair-end reads and including the Ensembl *Bos taurus* ARS-UCD 1.2 as reference annotation. Once reads were mapped, the expression of each mRNA and their relative abundance in fragments per kilobase of exon per million fragments mapped (FKPM) were measured with Cufflinks v.2.2.1 (Dobin et al. 2013). Transcripts with a 0 (zero) FPKM read-out in any one of the samples were eliminated due to causing division errors; only expressed transcripts that met the minimum quality values were included for further analyses, leaving a total of 14 animals (eight young and six adults).

The analysis of differential gene expression between young and adult groups was performed using Cufflinks software (Trapnell et al. 2010). The assembled transcripts from all samples were merged using the Cuffmerge command. Cuffdiff was then used applying default parameters and the option “fr-firststrand” to define pair-end reads. A Benjamini–Hochberg False Discovery Rate (FDR), which defines the significance of the Cuffdiff output, was set as threshold for statistically significant values of the Differentially Expressed Genes (DEG). The standard FDR < 0.05 was applied as cutoff. The results of the Cuffdiff RNA-seq analysis were visualized with the R software application CummeRbund v.2.28.0 (Goff et al. 2012).

To examine the relationships between differences in the PFC gene expression among groups and their biological functions, the Log2 Signal Fold Change (FC) score was used to partition the DEGs into up regulated and down regulated groups.

### Cross Species Comparative Analysis (CSCA)

We conducted a comparison between our DEG and a compendium of genes associated with aggressiveness and previously identified in different genomic studies in humans, rodents, foxes, dogs and bovines, as proposed by Zhang-James et al. (Zhang-James et al. 2019). This list is based on four categories of genomic evidence: (a) genome wide association studies (GWAS) in humans of different age groups, children and adults (Fernández del Castillo and Cormand 2016); (b) genes showing selection signatures previously identified in the Lidia breed (Eusebi et al. 2018, 2019); (c) RNA-seq studies in rodents (Clinton et al. 2011; Malki et al. 2014) and silver foxes (Kukekova et al. 2011; Kukekova et al. 2018); and (d) genes identified in studies with causal evidence of the Online Mendelian Inheritance in Man (OMIM) and the Online Mendelian Inheritance in Animals (OMIA) databases, and a report of knockout (KO) studies in mice (Våge et al. 2010; Veroude et al. 2016; Zhang-James et al. 2019). The gene-list and details of the different studies are described in Supplementary Table 2. Bovine official gene names were converted to their human orthologues using biomaRt (Durinck et al. 2005) in order to homogenize our DEG with the cross-species gene list. We assigned a weight value (weighted ranking, WR) with the same conditions proposed by Zhang-James et al. (2019). For statistical analysis of the intersection between DEGs and genes identified in studies of aggression, we cross-referenced each gene list using the PANTHER (www.pantherdb.org), NCBI HomoloGene (www.ncbi.nlm.nih.gov/homologene), and Ensembl orthologue databases *Bos taurus* ARS-UCD 1.2 and Human reference (GRCh38.p13) genomes. If no human–bovine one-to-one orthologues were found in any database, we removed the relevant genes for statistical analysis.

### Ingenuity Pathway Analysis

Up and down-regulated DEG lists were imported into the Ingenuity Pathway Analysis (IPA) (QIAGEN, www.qiagen.com/ingenuity) software to assess Gene Ontologies (GOs) and canonical pathways enrichment scores. Additionally, up and down-regulated DEGs in common with the CSCA were imported together to build biological networks and identify upstream regulators.

For the canonical pathway analyses, a right-tailed Fisher’s exact test was performed for the enrichment of the DEGs in IPA’s hand-curated canonical pathway database. Here, the *P*-value calculated for a pathway measures the probability of being randomly selected from all of the curated pathways. To control the error rate in the analysis, IPA also provide the corrected *P*-values to identify the most significant results in IPA’s canonical pathways based on the Benjamini–Hochberg method (Benjamini and Hochberg 1995). This tool allowed us to identify the signaling pathways in which the DEGs were enriched. We used the predetermined cut-off of the corrected *P*-value < 0.05 to define the significant pathways.

For network enrichment and detection of upstream regulators, the genes in common with the CSCA were overlaid onto a global molecular network (GMN) developed based on the Ingenuity Pathways Knowledge Base, in which functional relationships such as activation, chemical-protein interaction, expression, inhibition and regulation of binding were manually searched. Sub-networks of genes were then extracted from the GMN based on their connectivity using the algorithm developed by IPA. The sub-networks were visualized using IPA’s Path Designer tool.

## Results

### Sequencing and Read Assembly

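RNA from the prefrontal cortex (PFC) of 16 non-castrated bulls of the Lidia breed, cattle selected for aggressive behavior, was sequenced individually. The young group held 8 bulls aged 3 years (bulls 1 to 8) and the adult group 8 bulls aged 4 years (bulls 9 to 16), numbered in the order of the paper's table of read statistics. Each group was divided equally between the Santa Coloma-Albaserrada and Domecq lineages. The paper states that the animals formed batches according to age and lineage, so that within a lineage age and batch of animals coincide, and that all libraries were run in the same flowcell and lane. For each bull, the authors trimmed and mapped the reads to the bovine genome with STAR and deposited the Cufflinks output, which lists a value in FPKM (fragments per kilobase of transcript, scaled to the mapped fragments) and a read coverage for each transcript of the Ensembl annotation. The files hold no read counts, so depth was taken from the coverage of each transcript multiplied by its length. Summed over transcripts, it ranged from 1.09 to 2.46 gigabases in the young bulls (median 1.89, n = 8) and from 0.263 to 2.31 gigabases in the 6 adult bulls with values above 0 (median 1.70). The FPKM of a gene was the sum of its transcripts. Each bull was then rescaled by its median ratio to the geometric mean over the genes above 0 FPKM in every bull, with factors from 0.638 to 1.86 in the young bulls (median 1.02) and from 0.620 to 1.72 in the adult bulls (median 0.982). The age groups were compared with limma on log2(FPKM + 0.1), a scale that understates the change of weakly expressed genes, with Benjamini-Hochberg adjustment over all genes tested. For single genes, exact permutation tests (two-sided) over the 3003 ways of dividing the bulls into groups of 8 and 6 were added. The pseudocount, the rescaling, the filter on genes at 0 and the weight given to each bull are the choices that could change these numbers.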

For the 16 individually sequenced samples, we generated an average of 61.6 million pairs of 100-bp paired-end reads per sample after filtering by quality score. For each sample, an average of 91.6% reads were uniquely mapped to the bovine reference genome, ranging from 86.8 to 95.2% (Supplementary Table 1). 

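In the deposited files, coverage did not follow the mapped reads equally in all bulls. Per M uniquely mapped reads, computed from the good reads and mapped percentages in the paper's table, the young bulls had between 0.0316 and 0.0471 gigabases of transcript coverage (median 0.0358, n = 8). Adult bull 12 had 0.00653 gigabases per M mapped reads, and the median of the other bulls with values was 5.42 times as high. In total bull 12 had 0.263 gigabases of coverage, and the other bulls had between 1.09 and 2.46. The paper's table gives bull 12 44.7 M good reads, 89.9% of them uniquely mapped. Mitochondrial genes held between 22.2% and 38.4% of the total FPKM in the young bulls (median 28.5%) and between 23.1% and 42.3% in the adult bulls (median 24.3%, n = 6), with the highest share in bull 12.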

The transcripts expressed in both the young and adult groups reaching FKPM values < 0 (*N* = 8 young and *N* = 6 adult) were included in the differential expression and subsequent IPA analyses (Supplementary Fig. 1).

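The files of adult bulls 14 and 16 are identical to each other and list every transcript at 0 FPKM and 0 coverage, so they hold no measurement and entered no comparison. The paper's table gives these animals 94.9% and 95.2% uniquely mapped reads. With them set aside, 8 young and 6 adult bulls remained. Both empty files belong to Domecq bulls, so the lineages were no longer balanced among the adults. There were 4 Santa Coloma-Albaserrada and 2 Domecq adult bulls, against 4 young bulls of each lineage. Over these 14 bulls, 37182 transcripts were above 0 FPKM in at least one bull and 24568 in every bull. The methods state that transcripts at 0 FPKM in any sample were eliminated, which left 14 animals.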

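Of the genes listed in each file, 21489 were above 0 FPKM in at least one of the 14 bulls with values and 6118 were at 0 in all of them. In the young group 21013 genes were above 0 in at least one of the 8 bulls, and in the adult group 20580 in at least one of the 6. Per bull, between 18049 and 19169 genes were above 0 in the young group (median 18785) and between 15830 and 19095 in the adult group (median 18611), the lowest being bull 12. A total of 15273 genes were above 0 in every bull and were tested between the age groups, and 16140 were above 0 in every bull when bull 12 was left out.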

A total of total of 27,153 genes were revealed in young and adult groups. Of those genes, only 243 were differentially expressed; 50 up-regulated and 193 down-regulated (Fig. 1A and B). 

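Among the 15273 genes tested with limma, 0 were higher and 0 were lower in the adult bulls at an adjusted p-value under 0.05, and the smallest adjusted p-value was 0.186. At an unadjusted p-value under 0.05 there were 1390 genes, 536 higher and 854 lower in the adult bulls, where 764 would be expected by chance. Genes vary together, so an excess over 764 can arise without an effect of age. Over separate random draws of divisions into 8 and 6 bulls, the real one included, 7 of 100 and 24 of 96 gave as many. The 1390 genes were thus not told apart from chance. The alternative that moved the counts at an adjusted p-value under 0.05 most was giving each bull a weight estimated from its residual spread (limma array weights, chosen after seeing the data). With these weights 58 genes were higher and 115 lower, a count likewise not shown to exceed chance. Of the paper's 243 genes, 240 could be paired with a single gene of the files, and 228 of those were above 0 in every bull. The 49 up-regulated genes tested were all higher in the adult bulls (median log2 fold change 0.78, median standard error 0.27), and the 179 down-regulated genes tested were all lower (median log2 fold change -0.92, median standard error 0.33). Adjusted over these 228 genes alone, 44 up-regulated and 147 down-regulated genes had an adjusted p-value under 0.05 with limma, a count that shows no stability because the list was called on the same bulls. Adjusted over all genes tested, 0 of them did. The bulls of the 2 age groups did not overlap for 8 of the 240 genes, while among all 15273 genes tested 34 did not overlap, against 10.2 expected by chance. How far such a count can stray from 10.2 by chance, given that genes vary together, was not tested. Within the Santa Coloma-Albaserrada bulls alone, 49 up-regulated and 178 down-regulated genes out of 229 kept the paper's direction, and within the Domecq bulls alone (4 young and 2 adult) 48 and 184 out of 234. This is no independent test, since these bulls are among those on which the list was called. Averaged over the 179 down-regulated genes as deviations from each gene's mean, the young bulls ranged from -0.16 to 1.13 on the log2 scale and the adult bulls from -1.12 to 0.30, so that the groups overlapped.

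**Figure D1:**
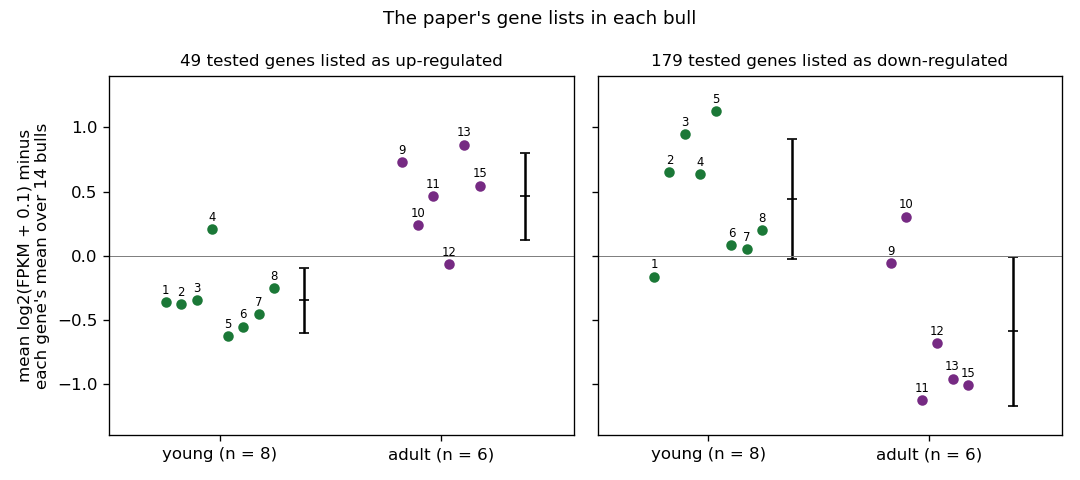
Mean deviation of log2(FPKM + 0.1) from each gene's mean over 14 bulls, for the 49 up-regulated and the 179 down-regulated genes tested, with 1 point per bull labelled by its number and the group mean with its SD in black (8 young and 6 adult bulls). For the down-regulated genes young bull 1 lies at -0.16, below adult bulls 9 and 10.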

For the detailed list of up and down-regulated DEGs see Supplementary Table 3.

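As the log2 ratio of the mean rescaled FPKM of the adult to that of the young bulls, the values of the listed genes had a median of 0.82 for the up-regulated and -0.97 for the down-regulated genes. The medians of the paper's listed log2 fold changes are 0.83 and -0.97. Across the 240 paired genes, which are not independent replicates, the 2 sets of values had a correlation of 0.993, and 232 genes were within 0.05 of the listed value. Of the down-regulated genes, 12 were listed at 0 FPKM in at least one bull. The genes with the smallest unadjusted p-values among those lower in the adult bulls were all on the paper's list, namely EPHX2, KIAA1755, KLF2, PAMR1 and CCDC190. EPHX2 (ENSBTAG00000015241, chromosome 8 of ARS-UCD1.2 from 74591008 to 74662149, plus strand) had 4.13 ± 1.01 FPKM (SD, n = 8) in the young and 1.98 ± 0.199 (SD, n = 6) in the adult bulls, with no overlap between the groups (exact permutation test, p = 9.99e-04). Its log2 fold change was -0.99 (standard error 0.16, adjusted p = 0.186 with limma and Benjamini-Hochberg adjustment). Among the genes higher in the adult bulls, 1 of the 5 with the smallest unadjusted p-values was on the list. It is listed by its Ensembl identifier, ENSBTAG00000046193 (chromosome 23 from 4249733 to 4261772), and had 0.691 ± 0.228 FPKM (SD, n = 8) in the young and 1.37 ± 0.286 (SD, n = 6) in the adult bulls, a log2 fold change of 0.92 (standard error 0.18).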

**Fig. 1:**
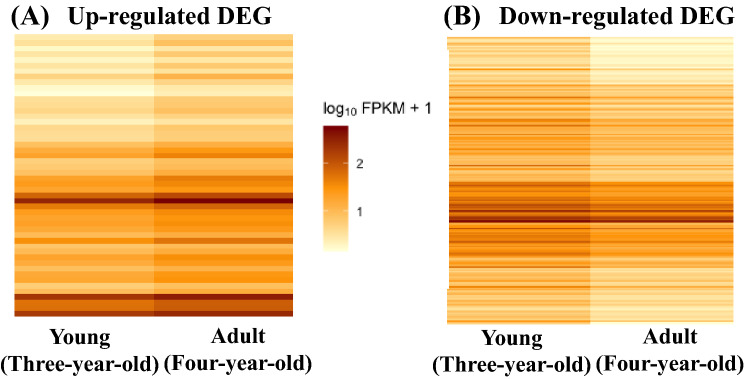
Heatmap of up-regulated (**A**) and down-regulated (**B**) differentially expressed genes (DEG) in the adult group

### Genes in Common with the Cross-Species Comparative Analysis (CSCA)

The cross-reference analysis between our up and down-regulated DEGs in the adult group and the gene-list associated with aggressive behavior, overlapped at numerous loci. 

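The names in the paper's lists of differentially expressed genes were compared with the 1782 different names in its aggression list. The up-regulated genes shared NPAS4, PENK, FMN1, SLC24A2, SEL1L3, VGF, LGI2 and BRINP1 with it. The down-regulated genes shared 22 names, which are the down-regulated genes of Table 1 and ALDH1A2. All 29 genes of Table 1 could be paired with a gene of the files, and each of them differed between the age groups in the direction the paper lists.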

Notably, the down-regulated DEGs shared 21 genes, while the up-regulated displayed only 8 genes in common with the gene reference list (Table 1). The subset of DEGs included in the CSCA are shown in the expression bar plot of Fig. 2, which details their standard deviation of FPKM values. 

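Among the 8 up-regulated genes of Table 1, the log2 fold change ranged from 0.55 to 1.35, and 7 genes had an exact permutation p under 0.05 (two-sided), 6 of them after Benjamini-Hochberg adjustment over the 8. Among the 21 down-regulated genes it ranged from -2.58 to -0.54, and 16 genes had an exact p under 0.05, 13 of them after adjustment over the 21. These counts show no stability, since the genes of Table 1 were called on the same bulls. No gene of either set was below 0.05 when the limma p-value was adjusted over all genes tested, with adjusted p-values from 0.186 to 0.738. The sign of each of the 29 fold changes stayed the same with each bull left out in turn. PENK (ENSBTAG00000004924, chromosome 14 from 23542370 to 23546868, minus strand) had 5.19 ± 1.83 FPKM (SD, n = 8) in the young and 12.6 ± 7.95 (SD, n = 6) in the adult bulls (exact permutation test, p = 0.00233). BRINP1 (ENSBTAG00000015936, chromosome 8 from 108636487 to 108834428, minus strand) had 12.7 ± 3.95 and 20.9 ± 4.54 FPKM in the same groups (exact permutation test, p = 0.00566). For VGF (ENSBTAG00000009868, chromosome 25 from 35574908 to 35576764) the difference between 6.48 ± 3.47 and 10.1 ± 4.87 FPKM was within the spread between bulls (exact permutation test, p = 0.151). GJA1 (ENSBTAG00000001835, chromosome 9 from 29748660 to 29761667, minus strand) had 30.7 ± 6.42 FPKM in the young and 18.1 ± 4.19 in the adult bulls, with young bull 8 within the adult range (exact permutation test, p = 0.00300). SPARC (ENSBTAG00000014835, chromosome 7 from 62874446 to 62897221) was expressed at 177 ± 52.8 FPKM in the young and 112 ± 37.8 in the adult bulls (exact permutation test, p = 0.0216). The FPKM of IGF2 (ENSBTAG00000013066, chromosome 29 from 49394907 to 49422468) varied within both groups, from 3.50 to 31.2 in the young bulls and from 0.394 to 16.8 in the adult bulls, with a log2 fold change of -2.58 (standard error 0.82). Only for PAMR1 and DACT2 did the groups not overlap. PAMR1 (ENSBTAG00000012630, chromosome 15 from 65950563 to 66028384) had 13.7 ± 2.24 FPKM in the young and 9.11 ± 1.03 in the adult bulls (exact permutation test, p = 3.33e-04, the smallest that 8 bulls against 6 allow).

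**Figure D2:**
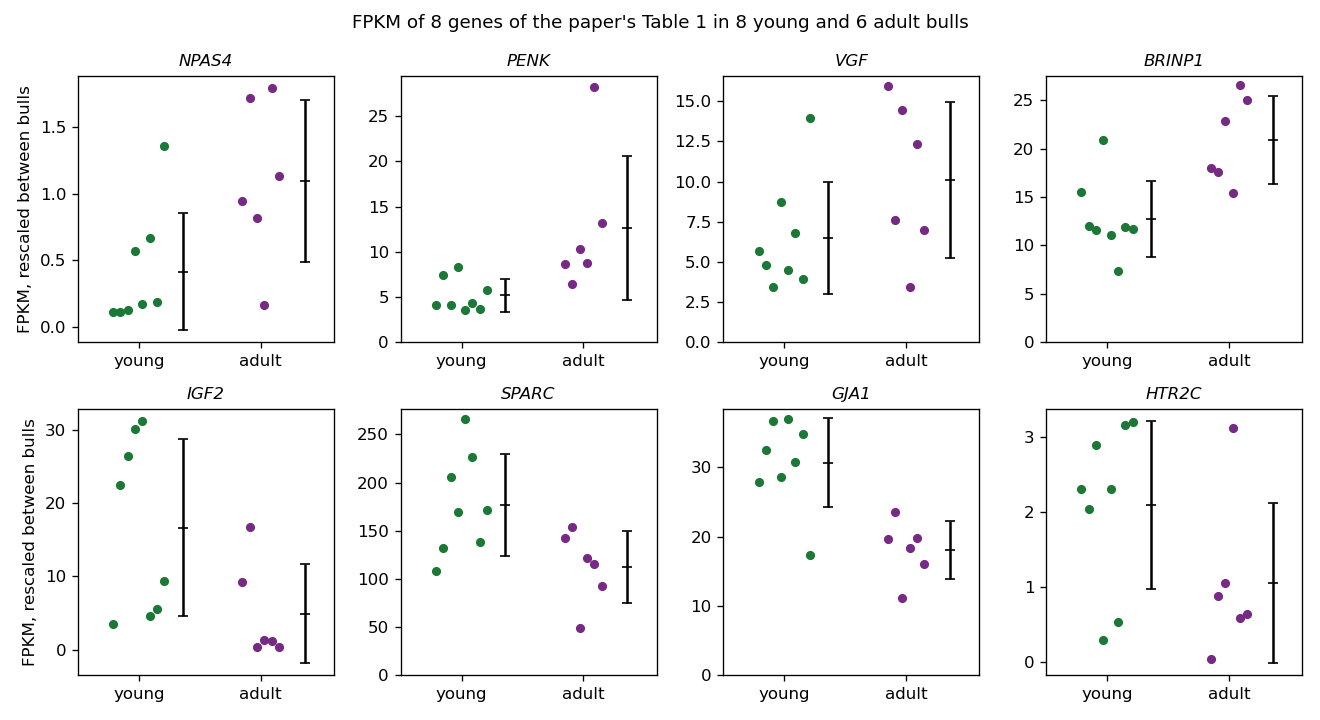
FPKM, rescaled between bulls, of 8 genes of Table 1 in the 8 young and 6 adult bulls, with 1 point per bull and the group mean with its SD in black. In every panel bulls of the 2 groups overlap, as for IGF2, where adult bulls 9 and 10 lie at 9.28 and 16.8 FPKM.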

As well as these 29 genes, a many-to-many orthologous match was found between the bovine non-classical major histocompatibility complex class I antigen (BOLA-NC1) and the human equivalents (HLA-A, HLA-B, HLA-C, and HLA-F).

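BOLA-NC1 (ENSBTAG00000019386) lies on chromosome 23 of ARS-UCD1.2 from 28548781 to 28553089 on the minus strand. It had 5.89 ± 2.32 FPKM (SD, n = 8) in the young and 3.21 ± 1.59 (SD, n = 6) in the adult bulls, a log2 fold change of -0.92 (standard error 0.31), with an exact permutation p of 0.0153 and an adjusted p-value of 0.403 with limma. The ranges overlapped, from 3.23 to 10.2 FPKM in the young and from 1.14 to 5.99 in the adult bulls. Class I major histocompatibility genes are close copies of one another, and Cufflinks could have divided reads between them, so the value is uncertain.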

**Table 1:** Up and down regulated DEGs in four-year-old bulls in common with the cross-species comparative analysis (CSCA)

Gene symbol	Up-regulated DEGs		Down-regulated DEGs		
	Gene name	Weighted ranking (WR)	Gene symbol	Gene name	Weighted ranking (WR)
***NPAS4***	Neuronal PAS Domain Protein 4	1.5	*IGF2*	Insulin Like Growth Factor 2	1
***PENK***	Proenkephalin	1.5	*PAMR1*	Peptidase Domain Containing Associated With Muscle Regeneration 1	1
*FMN1*	Formin 1	1.5	*ROBO1*	Roundabout Guidance Receptor 1	1
*SLC24A2*	Solute Carrier Family 24 member 2	1	*SCARA5*	Scavenger Receptor Class A Member 5	1
*SEL1L3*	SEL1L Family Member 3	1	*SPARC*	Secreted Protein Acidic And Cysteine Rich	1
***VGF***	VGF Nerve Growth Factor Inducible	1	*DACT2*	Dishevelled Binding Antagonist Of Beta Catenin 2	1
*LGI2*	Leucine Rich Repeat LGI Family Member 2	0.5	*ALCAM*	Activated Leukocyte Cell Adhesion Molecule	0.5
*BRINP1*	BMP/Retinoic Acid Inducible Neural Specific 1	0.5	*KCNG1*	Potassium Voltage-Gated Channel Modifier Subfamily G Member 1	0.5
			*TIMP3*	TIMP Metallopeptidase Inhibitor 3	0.5
			*GJA1*	Gap Junction Protein Alpha 1	0.5
			*ADGRA2*	Adhesion G Protein-Coupled Receptor A2	0.5
			*TP53I11*	Tumor Protein P53 Inducible Protein 11	0.5
			*DCN*	Decorin	0.5
			*HES5*	Hes Family BHLH Transcription Factor 5	0.5
			*HTR2C*	5-Hydroxytryptamine Receptor 2C	0.5
			*FRZB*	Frizzled Related Protein	0.5
			*HACD4*	3-Hydroxyacyl-CoA Dehydratase 4	0.5
			*NUPR1*	Nuclear Protein 1, Transcriptional Regulator	0.5
			*CRIM1*	Cysteine Rich Transmembrane BMP Regulator 1	0.5
			*ZFP36L1*	ZFP36 Ring Finger Protein Like 1	0.5
			*CRISPLD1*	Cysteine Rich Secretory Protein LCCL Domain Containing 1	0.5

**Fig. 2:**
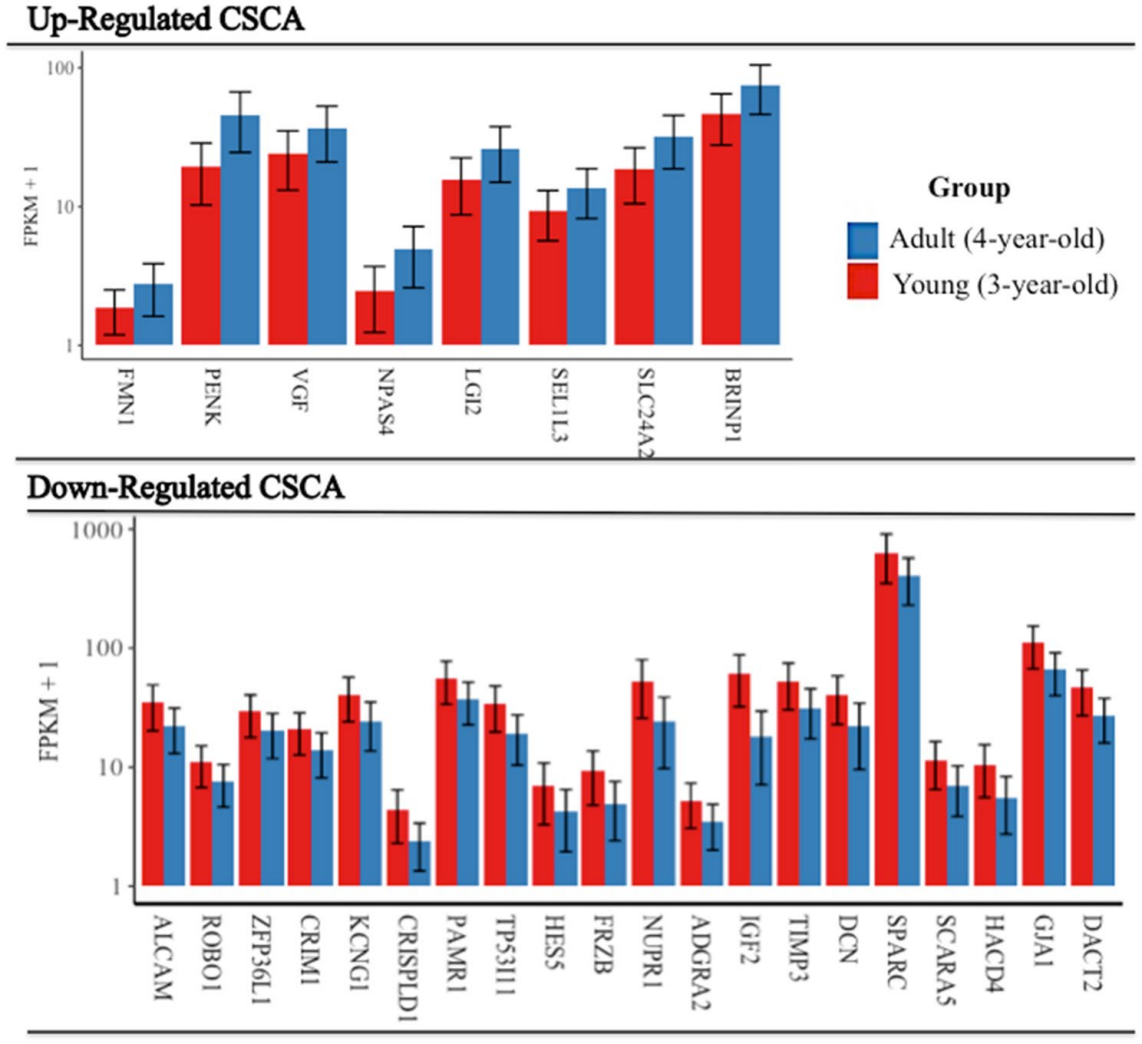
Bar chart of up and down regulated DEGs in common with the cross-species comparative analysis (CSCA). Gene abundance is represented in fragments per kilobase of exon per million fragments mapped (FPKM) of the adult (4-year-old) and young (3-year-old) groups

### Statistical Analysis of Aggression-Associated Differentially Expressed Genes (DEG)

In order to test whether the 29 adult Lidia DEGs identified in the CSCA represent a statistically significant association between maturation and aggression, we calculated the cumulative hypergeometric probability of this overlap occurring. Following removal of non-orthologous genes, 1701 aggression-associated genes across species and 238 Lidia DEGs remained. 

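The cumulative hypergeometric probability (one-sided) was recomputed from the sizes of the lists. With 1701 aggression-associated genes and 238 differentially expressed genes among 22000, 18.4 shared genes are expected by chance, and the probability of 29 or more is 0.00996. With the sizes counted in the supplementary tables, a setting chosen after seeing the data, 1782 and 243 names share 30, and the probability is 0.0137.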

Taking the estimated 22,000 genes in the bovine genome (Elsik et al. 2009), an overlap of at least 29 between these two gene samples was significantly unlikely to occur (*p*-value: 0.0099). We carried out the same analysis taking only aggression-associated genes that were identified in brain-expression studies across the different species (totaling 1151). 

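For the brain-expression studies, 12.5 shared genes are expected by chance from lists of 1151 and 238 among 22000 genes. In the supplementary tables, 1214 names come from the rodent and fox brain studies, and 21 of the listed genes are among them, 5 up-regulated and 16 down-regulated. With the 1214 and 243 names as counted, the one-sided hypergeometric probability is 0.0284.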

Of the 238 Lidia DEGs, 21 were also identified in these studies (*p*-value: 0.0137). Under a more restrictive analysis, whereby only cortically expressed genes are taken as potential comparators—estimated at 85% of all protein-coding genes in both humans and pigs (Sjöstedt et al. 2020)—, the intersection of 21 was slightly more likely to have occurred by chance (*p*-value: 0.0617).

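With the background reduced to 18700 genes, 14.6 shared genes are expected by chance, and the one-sided hypergeometric probability of 21 or more is 0.0617. From the sizes counted in the supplementary tables, 15.8 are expected and the probability is 0.111. In the PFC files 15273 genes were above 0 FPKM in all 14 bulls and 21489 in at least one. The files give Ensembl identifiers without symbols, so the number of aggression-associated genes among them was not counted. From these probabilities the paper states that the overlap with all studies was unlikely to occur by chance, and that the overlap with the brain studies was slightly more likely to do so once the comparison was restricted to cortical genes.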

### Ontological Analysis of the Differentially Expressed Genes (DEG)

The up and down-regulated DEGs in the 4-year-old adult group were subjected to a Fisher’s exact test within Ingenuity Package Analsis (IPA) to obtain Ingenuity ontology annotations. IPA annotations follow the GO annotation principle, but are based on a proprietary knowledge base of over a million protein–protein interactions. We used Fisher’s exact test for annotation and the FDR for multiple testing corrections, both for the up and down regulated DEG with *P*-values ≤ 0.05, to infer their pathway enrichment scores. Significant results are summarized in Supplementary Table 4. The most relevant results for the up-regulated DEGs were obtained under the *physiological system development* and the *disease and disorders* categories. Within the first of these categories, the top of the list gathered terms related to *behavior* (highest *p*-value range of 5.51E-08 and 15 DEG) and *nervous system development and function* (highest *p*-value range of 7.30E-07 and 24 DEG), while within the category of *diseases*, terms related to *cancer* (highest *p*-value range of 1.21E-07 and 44 DEGs), *neurological diseases* (highest *p*-value range of 8.07E-07 and 21 DEGs) and *psychological disorders* (highest *p*-value range of 3.35E-06 and 12 DEGs) occupied the top positions.

Additionally, we explored the overrepresentation of specific enriched functions within the category of *behavior* and its relationship with diseases or function annotations, finding high overall significance levels of association between up-regulated DEGs and diverse behavioral conditions (*p*-values < 10^–5^) (Table 2, Fig. 3).

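Of the 15 genes in Table 2, 14 are on the paper's list of differentially expressed genes and could be paired with the files, and SLC4A2 is not on it. All 14 were higher in the adult bulls, with log2 fold changes from 0.59 to 1.42. The exact permutation p (two-sided) was under 0.05 for 12 of them, also after Benjamini-Hochberg adjustment over the 14, and 0 were below 0.05 when the limma p-value was adjusted over all genes tested. As these genes were chosen from the list called on the same bulls, tests within the set favour them. SLC24A2 (ENSBTAG00000043972, chromosome 8 from 24532716 to 24812024) had 4.92 ± 1.45 FPKM (SD, n = 8) in the young and 8.72 ± 2.70 (SD, n = 6) in the adult bulls (exact permutation test, p = 0.00233). DKK1 (ENSBTAG00000014218, chromosome 26 from 6846290 to 6849518) had 0.567 ± 0.631 and 1.44 ± 0.676 FPKM (exact permutation test, p = 0.0123). GRIN2A (ENSBTAG00000007887, chromosome 25 from 8496962 to 8687352), a glutamate receptor subunit gene, had 2.05 ± 0.577 and 3.17 ± 0.917 FPKM (exact permutation test, p = 0.0223). SCN1A and SCN4B had log2 fold changes of 0.59 and 1.05, with standard errors of 0.20 and 0.34. For CBLN4 (ENSBTAG00000017524), 2.22 ± 0.657 against 3.73 ± 2.04 FPKM was within the spread between bulls (exact permutation test, p = 0.102).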

**Table 2:** Overrepresentation of enriched specific functions within the category of *behavior*

Disease/function annotation	*P*-value	*N*	Genes
Emotional behavior	5.51E-08	9	*BRINP1,CBLN4,GRIN2A,PENK,SCN1B,SLC17A6, SCN4B,SCN1B,SCN1A,VGF*
Learning	3.27E-06	9	*ABCC8,BRINP1,DKK1,GRIN2A,NPAS4,SCN1A,SLC4A2,TAFA2,VGF*
Memory	7.70E-07	8	*ABCC8,BRINP1,DKK1,GRIN2A,NPAS4,SCN1A,SLC4A2,TAFA2*
Anxiety	1.75E-05	6	*BRINP1,CBLN4,GRIN2A,PENK,SCN1A,TAFA2*
Spatial learning	7.09E-05	5	*ABCC8,GRIN2A,SLC24A2,TAFA2,VGF*
Irritable behavior	3.35E-06	4	*GRIN2A,SCN1A,,SCN1B,SCN4B*

*N* Number of up-regulated DEGs in the adult group

**Fig. 3:**
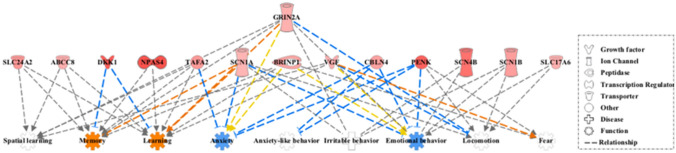
Regulator effects of the IPA package applied to the up-regulated DEG and diverse behavioral conditions (*p*-values < 10^–5^). In the lower tier, the expected behavioral consequences of the up-regulated DEG changes are shown by considering the Ingenuity Knowledge Base. In orange color are marked those functions predicted to be activated and in blue those predicted to be suppressed (Color figure online)

The Core Analysis of the down-regulated DEGs in the 4-year-old group also revealed genes related to the *physiological system development* and the *disease and disorders* categories. The top enriched genes in the first category were associated with *organismal* (highest *p*-value range of 2.38E-17 and 63 DEGs), *embryonic* (highest *p*-value range of 2.38E-17 and 58 DEGs) and *cardiovascular system* (highest *p*-value range of 1.08E-16 and 43 DEGs) development functions. Furthermore, at the *diseases and disorders* category the down-regulated DEGs were shown to be involved with *cardiovascular disease* (highest *p*-value range of 3.05E-11 and 34 DEGs), *cancer* (highest *p*-value range of 1.73E-10 and 84 DEGs), and *organismal injury and abnormalities* (highest *p*-value range of 1.73E-10 and 84 DEGs) (Supplementary Table 4).

### Metabolic Pathways Affected by the Up and Down-Regulated DEGs in the Adult Group

Within the up-regulated DEGs in the adult 4-year-old group, four pathways surpassed the significance threshold (*p*-values < 0.05, Supplementary Fig. 1). *Synaptogenesis* and *Wnt/β- catenin signaling* were among the most significant pathways (*p*-value = 3.08E-03). Besides, the *glutamate receptor pathway*, which mediates synaptic signaling by this primary excitatory neurotransmitter in the central nervous system (CNS), also resulted highly significant (*p*-value = 5.74E-03).

The analysis of down-regulated pathways revealed the involvement of the retrieved DEGs on 53 metabolic routes (Supplementary Table 5). 

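For the intrinsic prothrombin activation pathway, the paper's supplementary table lists COL1A1, COL1A2, COL3A1, KLK10, PROS1 and THBD, and for Wnt/β-catenin signaling CDH1, FRZB, FZD7, SFRP4, SFRP5 and WNT6. The mean FPKM of each was lower in the adult than in the young bulls. In both sets 3 of the 6 genes had an exact permutation p under 0.05 (two-sided), and 0 did after Benjamini-Hochberg adjustment over the 6. The genes are not separate evidence, since the listed down-regulated genes varied together among bulls of the same age. The mean of COL1A1, COL1A2 and COL3A1 followed that of the other 176 tested, a relation examined after the results were seen. Pearson's r was 0.953 in the young and 0.976 in the adult bulls, where matched random lists had medians of 0.62 and 0.80. COL1A1 (ENSBTAG00000013103, chromosome 19 from 36457658 to 36474513) had 1.99 ± 1.14 FPKM (SD, n = 8) in the young and 0.879 ± 1.05 (SD, n = 6) in the adult bulls, where bull 10 had 2.88 FPKM (exact permutation test, p = 0.0293). COL1A2 (ENSBTAG00000013472, chromosome 4 from 11776554 to 11812997) and COL3A1 (ENSBTAG00000021466, chromosome 2 from 7375289 to 7414912) had log2 fold changes of -1.89 and -1.66, with standard errors of 0.65 and 0.60. THBD (ENSBTAG00000048591) had 0.689 ± 0.619 and 0.262 ± 0.213 FPKM (exact permutation test, p = 0.112). SFRP4 (ENSBTAG00000015366, chromosome 4 from 49731840 to 49742113) had 2.83 ± 1.83 FPKM in the young and 1.04 ± 0.442 in the adult bulls (exact permutation test, p = 0.0180), and FZD7 (ENSBTAG00000002283, chromosome 2 from 90571270 to 90573476) had 0.860 ± 0.522 and 0.335 ± 0.171 (exact permutation test, p = 0.0406). For CDH1 (ENSBTAG00000015991), 1.18 ± 1.08 against 0.555 ± 0.570 FPKM did not exceed the spread between bulls (exact permutation test, p = 0.234). KLK10 and WNT6 were each listed at 0 FPKM in 1 bull.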

Amongst the most significant of these, the *intrinsic prothtrombin activation pathway* (*p*-value = 1-08E-08) and, notably, again the *Wnt/β- catenin signaling* (*p*-values = 4.76E-05) route, are highlighted within the down-regulated DEGs in the adult group (Supplementary Fig. 1).

### Gene Networks and Upstream Activator Analyses of the Genes in Common with the CSCA

We analyzed the gene transactivation networks and upstream activators of the 29 DEGs with one–to–one orthologous matches in the CSCA, finding three highly interconnected networks related to organ morphology, organismal development, behavior, cancer, neurological disease and psychological disorders (Fig. 4).

**Fig. 4:**
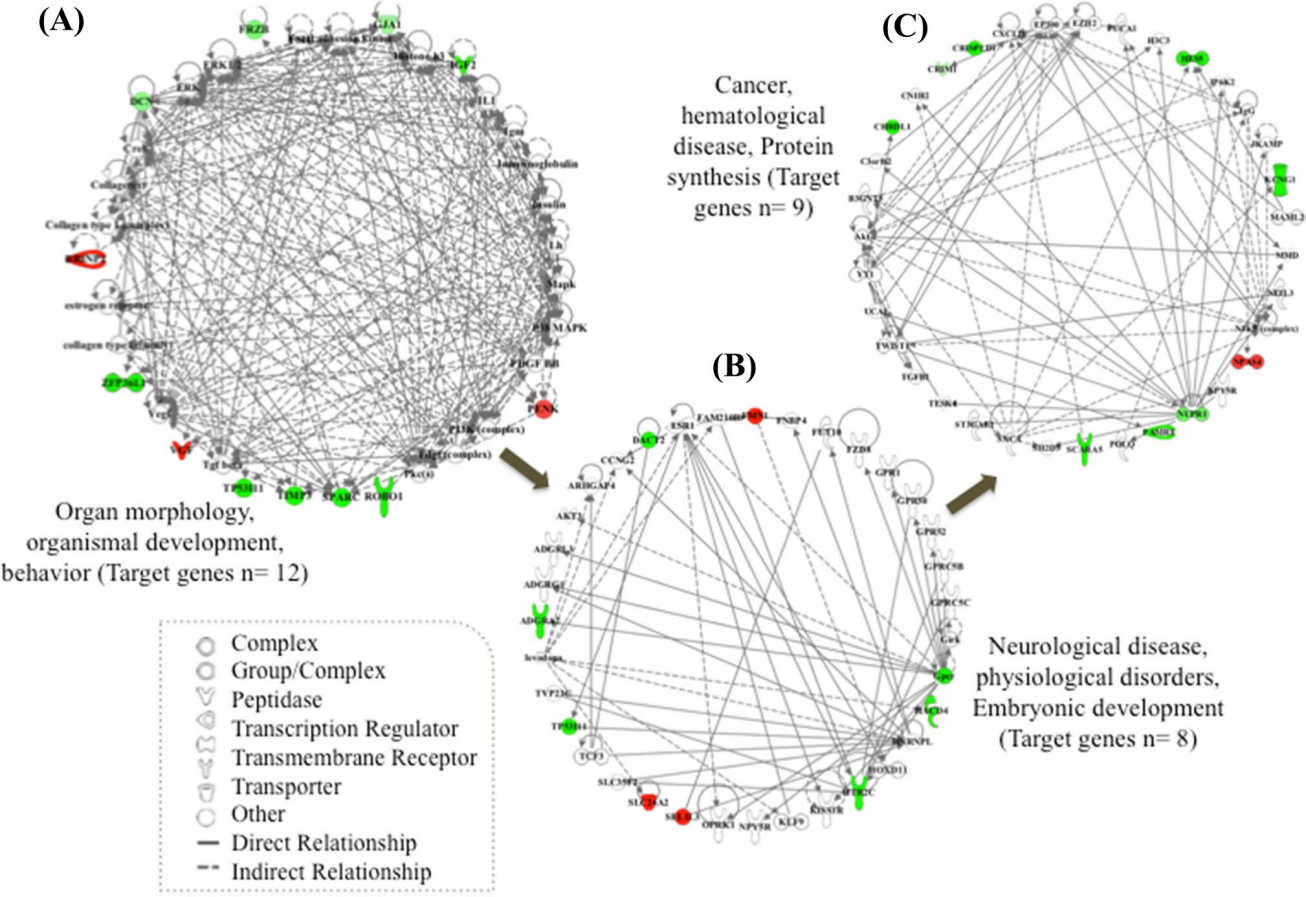
Network analysis of the 29 DEGs in the adult group in common with the CSCA. Genes highlighted in color correspond to the DEGs in our study; in red the up-regulated and in green the down-regulated DEGs (Color figure online)

Finally, the upstream analysis tool of the IPA package was employed to identify potential upstream regulators that may explain the differential patterns of expression between young and adult groups. We explored the activation/inhibition states of the top upstream regulators by using IPA’s activation z-score tool, identifying four main upstream regulators: KRAS proto-oncogene (*KRAS),* Brain Derived Neurotrophic Factor *(BNDF),* CAMP Responsive Element Binding Protein 1 *(CREB1)* and SRY-Box Transcription Factor 2 *(SOX2).* As shown in the graphic network in Fig. 5, these genes are involved in an array of diverse biological functions related with behavioral development.

**Fig. 5:**
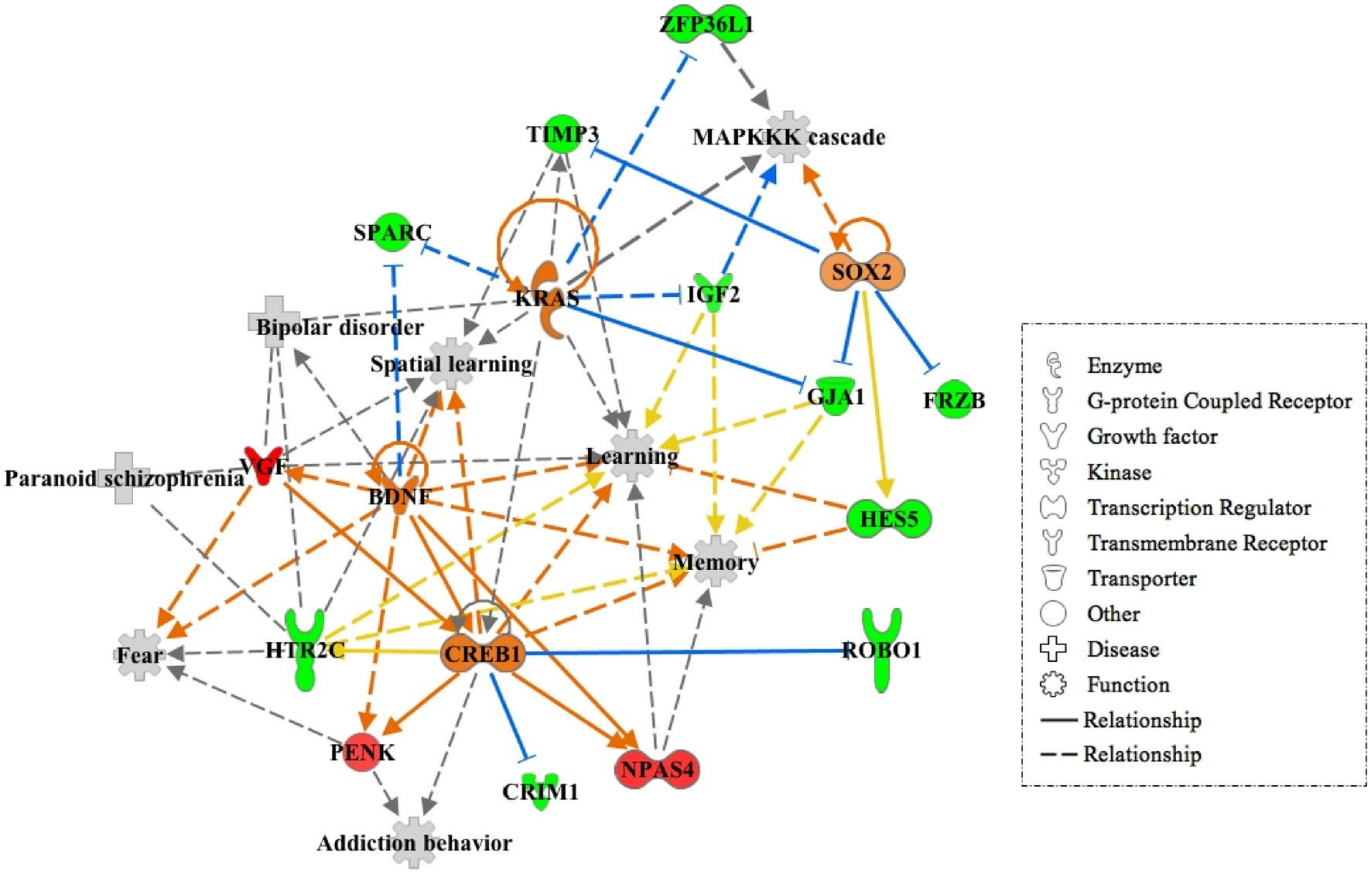
Network visualization of the four major upstream regulators of the DEGs in common with the CSCA. In orange, upstream regulators predicted to be activated; in red and green, genes whose expression increases or decreases in response to the activation of upstream regulation, respectively. The shapes of the nodes reflect the functional class of each gene product, as shown in the legend. The symbols marked in grey define functions. Solid and dashed lines between genes represent known direct and indirect interactions, respectively, with orange lines leading to activation and blue to inhibition (Color figure online)

## Discussion

The structural and molecular changes occurring in the PFC of diverse species at different age stages have been previously explored (Counotte et al. 2010; Moczulska et al. 2014;, Gonzalez-Lozano et al. 2016). The majority of these analyses conducted in rodents focus on the study of the molecular changes occurring in postnatal and puberty-adolescence stages. However, studies on the specific changes of genetic expression during adulthood are still scarce (12, Agoglia et al. 2017; Lander et al. 2017). Here, we used RNA-seq to identify genes and gene networks that show differential expression in the PFC of adult bulls when compared to young bovines of the aggressive Lidia breed.

A total of 243 significant DEGs, 50 up and 193 down-regulated in the adult group were identified. The GO analysis of up-regulated DEGs in the adult group rendered highly significant results for behavioral and nervous system development features, while the down-regulated genes were mostly implicated in systemic developmental functions (organismal, embryonic and cardiovascular system). We detected a modest coincidence between these results and what has been published in previous analysis using high-throughput molecular data in the PFC. For instance, Agoglia et al. (2017) used an unbiased proteomics approach to analyze the differential expression of proteins in the adolescent mouse PFC compared to that of adults detecting a total of 58 differentially expressed proteins. 

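FABP5 (ENSBTAG00000047330, chromosome 14 of ARS-UCD1.2 from 44488895 to 44494877, plus strand) had 27.2 ± 4.87 FPKM (SD, n = 8) in the PFC of the young and 17.3 ± 3.10 (SD, n = 6) in that of the adult bulls. All 6 adult bulls were below the median of the young bulls (exact permutation test, two-sided, p = 0.00133), and the ranges met between 19.6 FPKM, the lowest young bull, and 21.1 FPKM, the highest adult bull. Its log2 fold change was -0.65 (standard error 0.14, adjusted p = 0.186 with limma and Benjamini-Hochberg adjustment) and stayed between -0.71 and -0.57 with each bull left out in turn.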

Among them, only the differential expression of the Fatty Acid Binding Protein 5 *FABP5* protein/gene was also detected in our study. This gene belongs to the fatty-acid binding proteins family, whose aberrant expression has been implicated in cellular dysfunction in neurodegenerative disorders (Cheon et al. 2003). Nonetheless, there is a concordance between the proportion of up and down-regulated DEGs in the adult groups reported by both us and Agoglia et al. (2017), as well as results from the GO analyses showing down-regulation of organismal growth and development processes in adults. This suggests that both technologies, proteomics and RNA-seq are correlated, as may be expected, detecting similar sets of DE molecules.

Among the 29 genes identified in the cross-species comparative analysis (Table 2), many of them play important roles in organismal development, cellular morphology, neural plasticity and molecular transport. It is also worth highlighting two genes implicated in functional development: the *NPASG* gene (up-regulated DEG with prominent WR value; Table 1) participates in the structural and functional plasticity of neurons, acting as a regulator of the excitatory-inhibitory neural balance (Jaehne et al. 2015). 

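NPAS4 (ENSBTAG00000014925, chromosome 29 of ARS-UCD1.2 from 44464264 to 44469355, plus strand) had 0.414 ± 0.440 FPKM (SD, n = 8) in the young and 1.10 ± 0.607 (SD, n = 6) in the adult bulls (exact permutation test, two-sided, p = 0.0346). Its log2 fold change was 1.35 (standard error 0.50, adjusted p = 0.439 with limma and Benjamini-Hochberg adjustment). Young bull 8 had 1.36 FPKM and adult bull 12 had 0.167 FPKM, the latter resting on a coverage that corresponds to 1.64 fragments.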

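HTR2C (ENSBTAG00000054073) lies on the X chromosome of ARS-UCD1.2 from 63170498 to 63264179 on the plus strand. It had 2.09 ± 1.12 FPKM (SD, n = 8) in the young and 1.05 ± 1.07 (SD, n = 6) in the adult bulls, a difference within the spread between bulls (exact permutation test, two-sided, p = 0.121). Its log2 fold change was -1.16 (standard error 0.63, adjusted p = 0.620 with limma and Benjamini-Hochberg adjustment) and stayed between -1.56 and -0.65 with each bull left out in turn. Adult bull 12 had 3.12 FPKM, and young bulls 4 and 6 had 0.290 and 0.530 FPKM.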

Also, the *HTR2C* gene (Down-regulated DEG; Table 1) modulates neural activity, acting as down-stream effector of insulin and glucose homeostasis (Stam et al. 1994). have also been candidates in studies of human pathophysiology in mental disorders, including schizophrenia, bipolar and cognitive disorders (Iwamoto et al. 2009), and are up (*NPAS4*) and down-regulated (*HTR2C*) in the adult group of bulls.

Canonical pathway analyses also revealed that metabolic routes involved in cellular signaling and neurotransmission impact on the adult PFC during the aging process (Fig. 2). We detected an over representation of the synaptogenesis and the glutamate signaling reception pathways in the four-year-old bulls, both involved in brain’s synaptic plasticity; the synaptogenesis pathway is implicated in developmental processes of formation, maintenance and refinement of synapses (Cohen-Cory 2002), while glutamatergic signaling acts as excitatory driver of the Hypothalamus–Pituitary–Adrenal (HPA) system, a complex system that triggers reactive aggression responses (Herman et al. 2004; Evanson and Herman 2015). Similar results were obtained by Lander et al. (2017); they detected an over expression in adults of glutamate markers comparing the cortical mRNA expression of mid-adolescent and adult mice.

Most of the genes making up the glutamate receptor signaling pathway are implicated in NMDA and AMPA-mediated excitation driving long term potentiation at mature synapses. This contrasts with findings that metabotropic and kainate receptor genes—which tend to down-regulate glutamatergic excitation at synapses, including in limbic circuits that control HPA activity—are disproportionately implicated in the evolution of domesticated animals and modern human species, which display reduced reactive aggression relative to their closest extant relatives (O’Rourke and Boeckx 2020).

In our recent comparison between the Lidia and Wagyu we noted evidence for down-regulated glutamate-to-GABA conversion in the more aggressive breed, suggesting heightened excitatory signaling (Eusebi et al. 2020). In previous studies of selective sweeps distinguishing the Lidia from tamer breeds, we also noted differential signals of selection on the domestication-associated glutamate receptor gene *GRIK3*, further suggesting that heightened excitatory signaling may play a role in the increased reactive aggression of this breed (Eusebi et al. 2018)*.* In future studies it may be worthwhile to compare the age-dependent PFC expression profile of tame cattle breeds with that of the Lidia. Under the hypothesis that increased excitatory signaling contributes to driving aggressive behaviors, one may expect that genes tending to contribute to a relative down-regulation of glutamatergic signaling or delayed maturation of excitatory synapses may be targeted in tamer breeds.

Interestingly, we detected differences in the expression of genes included in the Wnt//β- catenin signaling pathway in both up and down-regulated DEGs in the adult group. The complex interactions of genes, with actors triggering the expression of the Wnt//β- catenin signaling pathway while others are needed to silence routes leading to its suppression, may explain the inclusion of genes from this network in the up and down-regulated cohorts. This pathway is considered one of the most strongly conserved routes among species and is involved in synaptic transmission activities (Maguschak and Ressler 2012). Malfunction of many components of the Wnt//β- catenin signaling pathway in the adult brain can result in altered behavior and cognitive disorders (Svenningsson et al. 2002).

In addition, the prothrombrin activation pathway acts as signaling route in the CNS, inducing the decrease of cyclic AMP (CAMP) and the activation of protein kinase C (PKC), both enzymes linked to catecholamine and serotonin receptors (David et al. 2004). It has been proposed that, during encounters between individuals, a de-synchronization of the top-down control at these receptors influence a lack of control of emotional reactivity (Kretschmer et al. 2014). As suggested by Agoglia et al. (2017), the increased expression on these routes observed in the 4-year-old PFC may contribute to the fine-tuning of synaptic transmission, resulting in a superior control of the PFC executive functioning in mature brains, intensifying the addressed aggressive behaviors.

The significant overlap between the age-associated DEGs we identified and the genes associated with aggression in other species strongly suggests an important influence of maturation on the development of aggressive traits in Lidia cattle. This contrasts with the retention of a docile temperament from adolescence to adulthood in other cattle breeds and marks the Lidia as a viable model for research into the neurobiological basis of behavioral neoteny under domestication. Complementarily to these results, the IPA network tool applied to the 29 DEGs with one-to-one orthologues in the CSCA, retrieved three inter-connected networks associated with organismal morphology and development, behavior, cancer, neurological disease and psychological disorders (Fig. 3). Particularly, the Mitogen Activated Protein Kinase (*MAPK*) and two Extracellular Signal Regulated Kinases (*ER*K) appear to be involved in diverse molecular mechanisms underlying aggression. Similar results were obtained in previous studies on PFC gene expression (Zhang-James et al. 2019; Eusebi et al. 2020), identifying a differential expression of the ERK/MAPK signaling pathway in their comparisons between aggressive and non-aggressive individuals.

At the regulatory level, three of the four genes predicted to be activated display clear roles in aggressive behaviors, including *BDNF* (Kretschmer et al. 2014; Vigers et al. 2012), *CREB* (David et al. 2004) and *SOX2* (Gatewood et al. 2006). The behavioral functions affected by these regulators include learning and memory cognitive processes, along with behavioral conditions and neuropsychiatric disorders, such as fear, addictive behaviors, schizophrenia and bipolar disorder, all displaying aggressiveness (Fig. 4). In this regard, there is evidence of increased memory encoding during early adulthood (Rubin et al. 1998) and also, it has been observed that adults maintain elevated plasma levels of molecules associated with abnormal aggressive behaviors (i.e. corticosterone) longer than adolescents (Romeo et al. 2006). Furthermore, some neural receptors at adult PFC have shown heightened expression levels, conferring them higher risk of addictive and impulsive behaviors (Sonntag et al. 2014). This evidence suggests that behavioral and physiological functional processes of adults differs from that of adolescents, which may reflect the ongoing maturation of the limbic structures that regulate reactive aggression responses in adulthood.

Furthermore, the presence of the *KRAS* gene as an upstream regulator was also observed. Although *KRAS* is a proto-oncogene associated principally with cancer (Zhu et al. 2008), at the transcriptional level it acts as a short-term inductor to astrocytes in response to stimulus and as a sensor that adapts cells to metabolic needs and oxidative stress in the brain (Messina et al. 2017). The reactively aggressive responses of bulls during a *corrida* may trigger the mechanisms implicated in oxidative stress states, which have been observed to increase with age due to a disruption in the oxidant and anti-oxidant balance (Sies 1991). Besides, in neuropsychiatric disorders such as bipolar disorder, elevated markers in blood of oxidative stress levels has been reported among adults, relating oxidative stress as mediator on neuropathological processes of adulthood (Andreazza et al. 2008).

Interestingly, whereas Agoglia et al. (2017) reported enhanced protein alterations in networks that regulate neuronal signaling, anxiety-related behavior and neurological disease in the adolescent PFC when compared to adult mice, our gene expression results found similar associations but only in adults. This different outcome may be due to differences in the age-stage comparison between studies. While in mice the biological transition of adolescence to adulthood is well studied, defining maturation stages in cattle has proved more complex, as its lifespan depends on the production purpose of each breed, among other factors (Essl 1998). Given that the average life of a Lidia sire is approximately 15 years, and the average generation sire interval pathway (sire-offspring) is 7.5 years (Fernández-Salcedo 1990), perhaps here the comparison between early and middle age adulthood would be a more correct approximation.

The present findings suggest that the cortical gene expression in 4-year-old Lidia cattle is characterized by an enhancement of molecular mechanisms involved in the increase of aggressive behaviors and neurophysiological disorders. However, despite our results suggesting cortical enhanced genetic expression associated with reactive aggression in adults, this may not be representative of other brain regions within the limbic system, also reported as important actors in this process. Future experiments to evaluate the role of these other brain regions, particularly in the context of aggressive responses, will shed further light on this age transition period.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

Illumina reads generated from all samples have been deposited in the NCBI GEO/bioproject browser database (Accession Number: GSE149676).

How the deposited data were processed for this re-analysis (not part of the article)

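RNA-seq of PFC tissue was analysed from 16 Lidia bulls, 8 young (aged 3 years) and 8 adult (aged 4 years), from 2 lineages. The authors trimmed the reads, mapped them with STAR to the bovine genome and ran Cufflinks, and deposited a separate Cufflinks output for each bull. The deposited values are FPKM per transcript, with a read coverage, written inside the attribute text of each line, for 43984 transcripts of 27607 genes. They were normalized by the authors within each bull to the mapped fragments and not between bulls. The files hold no read counts, so no count test was used.

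From these values, gene FPKM was computed as the sum over transcripts. The files of adult bulls 14 and 16 are identical and hold 0 for every transcript. The plan set before the data were examined was to average identical samples and count them as 1 bull. Since these hold no value above 0, no gene would have passed the filter, and they were left out. The remaining 8 young and 6 adult bulls were rescaled by the median ratio to the geometric mean over genes above 0 FPKM in every bull. The 15273 genes above 0 in every bull were tested with limma (version 3.58.1, R 4.3.3) with a trend, on log2(FPKM + 0.1), with no covariate, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. An interaction of age and lineage was tested in the same way with 4 groups. Single genes were compared with exact two-sided permutation tests, and lists with the one-sided hypergeometric probability (Python 3.11.15, scipy 1.17.1, pandas 2.3.3). The tests were tested on simulated data with 200 of 15273 genes changed. Genes were drawn independently, each with its own spread, which was the same in all bulls, unlike in the real data. With a log2 change of 1, limma recovered 69% of the changed genes and 4.83% of its calls were false, and with a log2 change of 2 it recovered 92%. The exact rank-sum test made 0 calls on both.

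Genes were named by the span or identifier that the paper's list of differentially expressed genes gives. Of its 243 loci, 240 were paired, 231 by span and 9 by identifier, and the other 3 cover more than a single gene of the files. None of the files' gene identifiers (0 matches) appears in the RefSeq table of the later assembly that was given, so other genes carry no symbol here. For that reason BDNF, CREB1, SOX2 and SLC4A2 were not analysed here, and planned checks with cell-type marker genes were not run. The genes named are those of Tables 1 and 2, FABP5, BOLA-NC1 and the genes of the prothrombin and Wnt pathways, and the 5 genes in each direction with the smallest unadjusted p-value, a rule set before the data were examined. Of these 5, those that are not on the paper's list and have no symbol are not named. Outside this rule, 2 genes are named by their identifiers for an interaction of age and lineage, chosen after their values were seen. A further listed gene, given by its identifier, and ALDH1A2 are named for differences from the paper's values and from its Table 1.

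Depth is given as coverage multiplied by transcript length, from 0.263 to 2.46 gigabases per bull. With FPKM alone no counting error can be given for a value. Bull 12 has the lowest coverage, and its values for weakly expressed genes rest on few fragments. The alternatives tried were other pseudocounts (1 and 0.01), FPKM as deposited, quantile normalization, a minimum mean FPKM of 1, all genes above 0 in at least one bull, transcripts at 0 in any bull left out, lineage as a covariate, a robust fit, an exact rank-sum test, each bull left out in turn, each lineage alone and, chosen after seeing the data, array weights. Leaving out bulls 6, 9 and 12 in combinations was also tried while the data were explored, and those results are not given here. Pathway, network and upstream regulator analyses need a proprietary knowledge base and were not repeated.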

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

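All tests in this part were chosen after the results were seen. A bull was singled out when its gap to the nearest bull of its age group exceeded Dixon's 95% critical value. This was checked in 112 groups, of which 11 had such a bull, where chance gives 5.6. For the named genes alone it was 8 of 102 groups against 5.1 expected (binomial probability 0.139), so the flags on single genes are about as many as chance gives.

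Adult bull 12 was far from the other adult bulls in 3 measures. It had 15830 genes above 0 FPKM, where the others had between 18466 and 19095, and a coverage per FPKM of 0.417, where the others had between 5.54 and 7.52. A technical explanation is the low coverage of its file. Of the 867 genes at 0 in bull 12 alone, 90.0% had a mean FPKM under 1 in the other bulls. Of the 240 genes at 0 in a single bull other than 12 it was 90.4%, so this share cannot tell whether low coverage is the cause. The number of such genes did differ, from 4 to 69 in each of the other bulls. Bull 12 thus had both the most of them and the lowest coverage, but a single bull cannot tell whether one causes the other. The third measure was NPAS4, at -1.91 on the log2(FPKM + 0.1) scale, where the other adult bulls lay between -0.13 and 0.92. Its coverage in bull 12 corresponds to 1.64 fragments, and to at least 9.29 in each of the other bulls, so that low NPAS4 in bull 12 cannot be told apart from low coverage. No biological explanation was tested.

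Young bull 4 had a scaling factor of 1.86, where the other young bulls had between 0.638 and 1.12. Were a few genes to hold most of the FPKM in the other bulls, the 10 highest genes would hold a smaller share in bull 4. They held 30.7% in bull 4 and between 22.1% and 39.7% in the other young bulls, so this test gives no such difference. Its coverage was 1.72 gigabases, within the range of the other young bulls, while its FPKM summed to 439325 and theirs to between 172575 and 244276, and its coverage per FPKM was 2.74 where theirs was between 4.00 and 6.96. The high factor thus goes with FPKM values that are high for the coverage of the file, and the reason for that was not tested.

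The other values that stood apart from their group, on the log2(FPKM + 0.1) scale, were ROBO1 in adult bull 10 (1.59), ALCAM (0.89) and DACT2 (4.66) in young bull 6, GRIN2A (0.0579) and HACD4 (-0.57) in young bull 1, GJA1 in young bull 8 (4.12) and SEL1L3 in young bull 4 (1.84). With a binomial probability of 0.139 for as many, they cannot be told apart from chance.

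For the interaction of age and lineage, 779 genes had an unadjusted p-value under 0.05, where 764 would be expected by chance. The effect of age differed between the lineages at an adjusted p-value under 0.05 for 2 genes. Both genes lie on chromosome 11, were chosen after their values were seen and are not discussed in the paper. ENSBTAG00000004092 (from 102774910 to 102911331) had an interaction of 2.60 on the log2 scale (adjusted p = 0.0460 with limma, from 0.0439 to 0.839 over the alternatives). It had 0.454 ± 0.124 FPKM (SD, n = 4) in young and 2.12 ± 0.357 (n = 4) in adult Santa Coloma-Albaserrada bulls, and 1.89 ± 0.442 (n = 4) in young and 1.25 ± 0.483 (n = 2) in adult Domecq bulls. ENSBTAG00000006963 (from 98179658 to 98183783) had an interaction of 3.38 (adjusted p = 0.0460 with limma, from 0.00515 to 0.396 over the alternatives). Its FPKM was 10.2 ± 3.25 and 54.5 ± 10.7 in young and adult Santa Coloma-Albaserrada bulls, and 44.0 ± 23.9 and 20.7 ± 1.57 in young and adult Domecq bulls. In both genes the adult bulls were higher in one lineage and lower on average in the other.

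Low coverage of bull 12 goes against this pattern as its cause, since without that bull the larger of the unadjusted p-values was 1.69e-05, although both adjusted p-values were then 0.136. A difference of the whole region between families of bulls would reach the genes lying between them, and 6.82% of those 88 genes had an unadjusted interaction p-value under 0.05, against 5.08% of the other genes (Fisher's exact test, p = 0.459). The spans of the 2 genes overlap 2 other genes of the files, so reads shared with an overlapping gene cannot be ruled out. The paper states that the animals formed batches according to age and lineage, and each of the 4 groups is then its own batch, so the interaction cannot be told apart from a difference between batches, which was not tested. Variants of single families against the reference genome were not tested either.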

How the results depend on the processing

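Apart from array weights, the list sizes counted in the supplementary tables and the combinations of bulls left out, the alternatives were set before the data were examined. With all bulls given the same weight, the number of genes higher in the adult bulls at an adjusted p-value under 0.05 was 0, and 2 in the Santa Coloma-Albaserrada bulls alone and 1 in the Domecq bulls alone, where the cause was not tested. The number lower was 0, and 1 when all genes above 0 FPKM in at least one bull were tested. Across the 14 fits that each left out one bull it went from 0 to 1 for the genes lower and from 0 to 0 for the genes higher. In these fits, the genes with an unadjusted p-value under 0.05 went from 395 to 769 higher and from 609 to 1302 lower. With array weights, chosen after seeing the data, 58 genes were higher and 115 lower. The weights went from 0.136 for young bull 6 and 0.305 for adult bull 9 to 3.79 for young bull 2.

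On simulated data with the same numbers of bulls and each gene's own spread, limma recovered 69% of genes changed by 1 on the log2 scale. The exact rank-sum test recovered 0 of them, so its count of 0 on the real data shows no stability. The simulated genes were independent and the simulated bulls equally noisy. The real bulls were not, with array weights from 0.136 to 3.79, so the 69% need not hold for the real data.

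The split of the 1390 genes with an unadjusted p-value under 0.05 depended on the scaling. Rescaled as planned, 38.6% of them were higher in the adult bulls. With FPKM as deposited it was 11.2% of 573 genes, with a median log2 fold change of -0.06 over all genes, and with quantile normalization 49.4% of 1466.

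Of the paper's list, adjusted over the list alone, 44 up-regulated genes were past 0.05. This was 21 with FPKM as deposited, 27 with the rank-sum test, 1 in the Santa Coloma-Albaserrada bulls alone, 33 in the Domecq bulls alone and 44 with array weights, and from 30 to 46 with one bull left out. Of the down-regulated genes 147 were past 0.05, and 159 with FPKM as deposited, 170 with array weights, 68 with the rank-sum test, 0 in the Santa Coloma-Albaserrada bulls alone, 80 in the Domecq bulls alone, and from 84 to 157 with one bull left out. The cause was not tested. All 49 up-regulated genes tested kept their direction in every alternative except the Domecq bulls alone (48) and the minimum mean FPKM, under which 35 were tested.

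The number of genes with an interaction of age and lineage was 2, and 0 with a pseudocount of 1, 0 with FPKM as deposited, 1 with quantile normalization and 0 with a robust fit. The cause was not tested. With FPKM as deposited the median interaction over all genes was -0.48 on the log2 scale.

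The probability of the overlap with the aggression list depended on the background. It was 0.00996 for all studies and 0.0137 for the brain studies, and 0.0617 for the brain studies with 85% of the background. With the sizes counted in the supplementary tables it was 0.0137, 0.0284 and 0.111. The planned background of genes tested in the files was not run, since the files give no symbols to count the list in. No value was possible for genes past an adjusted p-value of 0.05, since there were 0, or for counting bulls 14 and 16 separately, since they hold no value above 0, and sets of 6 adult bulls were not needed.

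Each of the 49 named genes tested kept its direction in every alternative in which it was tested, and the weakly expressed ones were not tested under the minimum mean FPKM of 1. With array weights 13 of them had an adjusted p-value under 0.05. No paired analysis was possible because the age groups are different animals that share no replicate number. The low coverage of bull 12 limits the filter, as 16140 genes would be tested without it.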

Differences from the paper's values

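The paper's leading result is 50 genes up-regulated with age and 193 down-regulated, and here limma called 0 and 0. None of the alternatives set before the data were examined closed the gap, with counts from 0 to 2 higher and from 0 to 1 lower. With array weights, chosen after seeing the values, 58 genes were higher and 115 lower, of which 16 and 46 are on the paper's lists. Cuffdiff, which the paper used, was not run here.

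For ENSBTAG00000040367 the paper's listed log2 fold change is -1.88, and the log2 ratio of group means here was -0.14. The other 239 paired genes were within the jackknife error of the ratio over bulls. That error measures the spread between animals, so it is a loose bound for values taken from the same bulls. Of all 240 paired genes, 8 were over 0.05 from the listed value.

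Fig. 2 shows FPKM + 1. Of its genes only PENK, NPAS4, SPARC and IGF2 were read, and their values in it were higher than those here, by a factor between 1.77 and 3.61. The added 1 lowers this factor most for weakly expressed genes, and the smallest factor was that of NPAS4 in the young bulls. The spread of the factor is thus not that of FPKM alone and does not argue against a single factor common to all FPKM. Such a single factor was not among the alternatives run. For PENK, NPAS4 and SPARC the log2 ratio of group means here was within 0.05 of the paper's listed log2 fold change. For these genes the gaps thus lie in the level of FPKM and not in the change with age.

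FPKM + 1 of PENK was about 19 in the young and about 45 in the adult bulls in the paper's Fig. 2, read by eye, and 6.19 and 13.6 here.

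FPKM + 1 of NPAS4 was about 2.5 and about 4.9 in the paper's Fig. 2, read by eye, and 1.41 and 2.10 here.

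FPKM + 1 of SPARC was about 630 and about 410 in the paper's Fig. 2, read by eye, and 178 and 113 here.

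FPKM + 1 of IGF2 was about 60 and about 18 in the paper's Fig. 2, read by eye, and 17.6 and 5.89 here.

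For these 4 genes the alternatives that change FPKM or the bulls averaged, all set before the data were examined, were run (as deposited, quantile normalization, transcripts at 0 left out, each lineage alone and each bull left out in turn), and none closed the gaps.

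The discussion speaks of increased expression of the prothrombin route in the adult bulls. The 6 genes its supplementary table lists for that route all had lower mean FPKM in the adult bulls, with log2 ratios of group means from -1.75 to -1.06. Table 1 leaves out ALDH1A2, which is on both the paper's list of down-regulated genes and its aggression list. The paper's average of read pairs after filtering equals the mean of the total reads in its table (61.6 M), while the mean of the good reads there is 56.2 M. The methods state that transcripts at 0 FPKM in any sample were eliminated, and 12 of the listed genes are at 0 in at least one of the 14 bulls.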

Other observations

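The tests in this part were chosen only after the results were seen. Planned tests of cell-type markers were not run, since the files give no symbols for them.

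The bulls were divided into other groups of 8 and 6 to see how often as many genes differ. For the 0 genes with an adjusted p-value under 0.05, all 100 of 100 splits gave as many, as any split must. For the 1390 genes with an unadjusted p-value under 0.05, 7 of 100 splits gave as many, the real one included. An earlier draw, made while the data were explored, had been seen before this draw was made, and it is given because its counts differ. In it 24 of 96 splits gave as many, again with the real one included. By either draw, the number of genes that differ with age cannot be told apart from that of an arbitrary division of the bulls. For the 173 genes called with array weights, 1 of 100 splits gave as many in the later draw, namely the real one, and 7 of 96 in the earlier draw, where a split called 1833 genes. The draws lie on either side of a share of 0.05, so the count with array weights is not shown to exceed chance.

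The genes listed as lower in adult bulls may vary together for reasons other than age. A candidate explanation is a difference between dissections or animals in the expression of collagen genes. Across the 8 young bulls alone, the mean log2 value of COL1A1, COL1A2 and COL3A1 followed the mean of the other 176 listed genes tested (Pearson's r = 0.953, exact permutation p = 0.00129, adjusted 0.0129; Spearman's rho = 0.905, exact permutation p = 0.00456, adjusted 0.0228, over 10 p-values of 5 relations). Without the 2 bulls farthest from the median collagen value r was 0.967. The correlation was above that of 99.9% of 10000 random lists matched on mean expression and on spread, whose median was 0.62. In the 6 adult bulls r was 0.976 (exact permutation p = 0.00694, adjusted 0.0231) and rho 0.943 (exact permutation p = 0.0167, adjusted 0.0333), above 99.9% of the matched lists, whose median was 0.80. Without the 2 farthest bulls r was 0.587 over the 4 that remain. With the collagen mean as a covariate in limma, the median log2 fold change of the 176 genes went from -0.92 to -0.32, and the genes with an unadjusted p-value under 0.05 from 151 to 56. As the collagen genes are on the same list and differ with age themselves, this cannot tell age from a difference in tissue. The median of the 49 up-regulated genes tested went from 0.78 to 0.78, and those with an unadjusted p-value under 0.05 from 44 to 33. Low coverage of bull 12 is not the cause, since without it the median of the 179 down-regulated genes was -0.89. Which cells express these genes was not tested.

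Gene length bias does not account for the fold changes, as Spearman's rho across the 15273 genes between log2 fold change and exonic length was -0.0306, and genes are not independent replicates. GC content was not tested, as no genome was used here.

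Young bull 6 and adult bull 9 lay apart on the first principal component (30.7% of the variance), at 81.5 and 34.8, where the other bulls lay between -19.2 and 14.7. A possible explanation is the mitochondrial share of FPKM. Over the 14 bulls Pearson's r was 0.510 (permutation p = 0.102, adjusted 0.145) and Spearman's rho 0.644 (permutation p = 0.0155, adjusted 0.0333), and r was 0.544 without the 2 bulls farthest from the median share. Within the young bulls r was 0.751 (exact permutation p = 0.0460, adjusted 0.0766), and -0.284 without the 2 farthest, and within the adult bulls 0.322 (exact permutation p = 0.611, adjusted 0.611). The test over all bulls cannot tell. Single bulls differ by measure. By share of FPKM, bull 12, with the highest share (42.3%), lay at -11.6 and bull 8 (33.2%) at -10.4, among the other bulls. By share of coverage, for which no correlation was tested, bulls 6 (24.2%) and 9 (23.3%) had the highest shares, followed by bull 12 (21.4%). For gene length, rho across genes between the loading and exonic length was -0.19, which is close to but inside the bound of 0.2 set for that test. No biological explanation was tested.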
